A study of Mus musculus with 24 samples.

How the data were processed

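Small RNA was sequenced from subcutaneous adipose tissue of female mice. The fat depot is not named beyond that, and the kinase that is inactive in the kinase dead genotype is not given in the sources used here. Per the labels' protocols, RNA was extracted with TRIzol and libraries were made with a small RNA kit (NEBNext), which ligates adapters to short RNAs. Per the submitters' processing notes, CASAVA 1.8.2, Trim Galore, Bowtie2 and featureCounts were used, with the mouse genome build mm10. Versions of the last 3 tools, the annotation release, and the settings for strand, multiple mapping and overlapping features are not given in the sources used here. The authors deposited raw counts of reads per mature miRNA locus, 1 column per library, with no normalization. The header holds the chromosome, start, end, strand and length of each locus, as featureCounts writes them.

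The table held 2045 loci. Each was matched by coordinates and strand to a miRNA hairpin of the GENCODE annotation of the same build (GRCm38), and all 2045 were matched, to 1187 miRNA genes. The arm (5p or 3p) was taken from the position of the locus in its hairpin. Older member names came from RefSeq synonyms on GRCm38. Of the 2045 loci, 344 had 0 reads in every library, and 216 shared a mature sequence with another locus. A further property of the counting was tested on the deposited counts themselves. Of 25 pairs of overlapping loci on opposite strands with the larger total at least 1000 reads, 23 had totals within 1% of each other, so reads from such loci cannot be told apart by strand. miR-126a-3p and miR-126b-5p, for example, had totals of 10045535 and 10045633 reads. Of 28 mature sequences with 2 genomic copies and at least 1000 reads at each, 25 had between 40% and 60% of their reads at the first copy. Values of most copies and of most opposite-strand loci are therefore shared values, and each counts as a separate feature in the tests. The exceptions among the copies were Mir92-1-3p with 88.2% of the reads, Mir128-1-3p with 67.1% and Mir138-2-5p with 28.5%.

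The 24 libraries fall into 4 groups of 6 by genotype and training status. Replicate numbers follow accession order, so they only name a library and pair nothing. The labels do not say that the libraries came from separate animals, so p-values measure the spread between these libraries. No 2 libraries looked like 1 library deposited more than once. Over the 60 pairs within groups the smallest chi-square per degree of freedom of the counts was 79.4. Between any 2 libraries, across groups as well, the smallest was 35.5. Library totals ranged from 1.60 to 23.6 M reads. At those depths 3 reads stand for 0.127 to 1.87 CPM, and scarce miRNAs named in the text lie near that: miR-5132-5p, for example, had a mean of 0.545 CPM in sedentary wild type.

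The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts, with TMM factors, in 1 fit of the 4 groups, so that all groups share the estimate of the spread. The filterByExpr function kept 654 features. The 1391 features below the filter held 0.0166% of the reads. The fit gave 6 comparisons: training within each genotype, training averaged over genotypes, the difference of the training effects (the interaction), and genotype within each training status. P-values were adjusted with the Benjamini-Hochberg method over the 654 features, with a threshold of 0.05. Fold changes are given on the log2 scale with the standard error (SE), and intervals cover 95%. Levels are given in CPM, scaled by the TMM factors, with the SD over the 6 libraries of a group.

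Before the data were examined, 25 lists of miRNAs were fixed: markers of other cell types or tissues that a fat pad can hold (skeletal and cardiac muscle, epithelium, lymphocytes, myeloid cells, red blood cells, endothelium, smooth muscle, nerve, liver), miRNAs known for promoting or restraining adipogenesis or brown and beige adipocytes, seed families (let-7, miR-15/16 with miR-195, miR-322 and miR-497, miR-17/20 with miR-93 and miR-106, miR-29, miR-30, miR-34 with miR-449, and miR-10 with miR-99, miR-100 and miR-125), genomic clusters (miR-183/96/182 and the imprinted Dlk1-Dio3 locus), miRNAs that bypass a processing step, hypoxia, and miR-203. miR-203 is the miRNA this study is known for, so its values here are not independent evidence. The 22 lists with at least 3 tested features were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between members, adjusted with Benjamini-Hochberg over the lists. Camera asks whether a list's features stand apart from the other features. It was repeated with the correlation estimated from the libraries, and fry (limma) was run beside it. A list score is the mean log2 CPM of its features in a library. Of the list members, 4 (miR-92a, miR-124, miR-146a and miR-219) had no feature under those names and so were left out of their lists. This is a matter of names and does not show that they are absent from the data. Features named Mir92-1-3p and Mir92-2-3p, for example, were counted.

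Features named in the text follow a rule also fixed before the data were examined: those past the threshold, the 5 with the smallest p per comparison where fewer than 5 passed, up to 4 members of each list with the highest mean CPM, miR-203, and the 5 most abundant features. A few further members are named as chosen after their values were seen. Single values were compared between groups of 6 by exact two-sided permutation tests over all 924 splits. Correlations across libraries were taken on deviations from group means, with two-sided permutation tests of 100000 resamples. No paired analysis was possible because the labels link no library of 1 group to a library of another.

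Alternatives were DESeq2 1.42.0, other scaling factors, other filters on low counts, fits of the 2 groups alone, limma voom with sample weights, epithelial and muscle scores as covariates, summed copies, and leaving out each library in turn. After the data were seen, 5 more were added: the lymphocyte score as a covariate, the fit without 7 libraries with high lymphocyte miRNAs, the log2 library total as a covariate, a fit with copies summed and 1 locus kept of each opposite-strand pair, and the lists and named miRNAs without each library in turn. Each of 100 splits per comparison, the real one included, was fitted again to see how often chance gives as many calls. This was repeated, as chosen after the data were seen, with splits that keep the number of the 7 libraries in each group.

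The tests were tested on simulated data with 654 features drawn from the libraries' own means and totals. For training in wild type, 25.4% of features made 1.5-fold different were called, as were 73.1% of those made 2-fold and 89.4% of those made 4-fold different. The averaged contrast called 61.2%, 89.6% and 98.5%, and the interaction 5.97%, 38.8% and 84.8%. Of 454 unchanged features, 3, 2 and 2 were called in these 3 contrasts. Camera called a list lowered 1.3-fold in trained wild type (adjusted p = 1.28e-08) and 0 of 21 other lists. That 0 does not measure false calls of lists in the real libraries. There, 25 of 100 splits for training in wild type, the real one included, called as many lists as the real one. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.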

Results

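Mature miRNAs were measured in the subcutaneous fat of sedentary and trained female mice, which were either wild type or carried a kinase dead genotype. Training was a treadmill run of 1 hour on 5 days a week for 6.5 weeks at 16 m/min, with a running wheel freely available. Each of the 4 groups had 6 libraries, with mean totals of 6.59 M reads in sedentary wild type, 9.95 M in trained wild type, 6.71 M in sedentary kinase dead and 10.8 M in trained kinase dead. By two-sided exact permutation tests over 924 splits, the log2 totals gave p = 0.0866 for training in wild type and p = 0.411 for training in kinase dead (n = 6 each, adjusted p = 0.346 and 0.734 over 4 tests).

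The most abundant miRNA was miR-143-3p, known from smooth muscle and adipocyte differentiation, at 135520 ± 25917 CPM (SD, n = 24), or 13.01% of all reads. Among single loci it was followed by miR-21a-5p, a miRNA widely expressed in stressed and proliferating tissue, at 104663 ± 18433 CPM. Next came miR-126a-3p, the endothelial miRNA encoded in Egfl7, at 49256 ± 11120 CPM. The reads of miR-126a-3p are also counted for miR-126b-5p on the opposite strand, which therefore ranks beside it. Copies were not summed for this ranking. miR-26a-5p, with 27061.4 and 27020.5 CPM at its 2 loci, would stand above miR-126a-3p if they were. miR-148a-3p, which is known to promote adipogenesis, stood at 33472 ± 5679 CPM. The epithelial miR-200 family was present in the tissue as well, with miR-200a-3p at 9907 CPM and the skin and mammary miRNA miR-205-5p at 1547 CPM.

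Several lymphocyte miRNAs split the libraries in the same way, across training and genotype. In 7 libraries miR-150-5p, a miRNA of mature lymphocytes, lay between 3460 and 6955 CPM, and in the other 17 between 551 and 1006 CPM. miR-142-5p, made by all blood cell lineages, lay between 5968 and 11391 CPM in the same 7 and between 483 and 1306 CPM in the others, and miR-155-5p, which is induced in activated lymphocytes, between 295 and 537 against 46.8 and 80.7 CPM. miR-181a-1-5p, another miRNA of lymphocytes, overlapped, with 1407 to 1707 CPM in the 7 and 779 to 1657 CPM in the others. miR-223-3p, a neutrophil miRNA, did not follow this split, with 151 to 212 CPM in the 7 and 135 to 240 CPM in the others. The 7 were sedentary wild type replicate 1, trained wild type replicates 1 and 2, sedentary kinase dead replicates 5 and 6, and trained kinase dead replicates 3 and 6. They were spread over all 4 groups (1, 2, 2 and 2 libraries; Fisher's exact p = 1). The first principal component, with 43.2% of the variance, separated them from the rest.

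**Figure D1:**
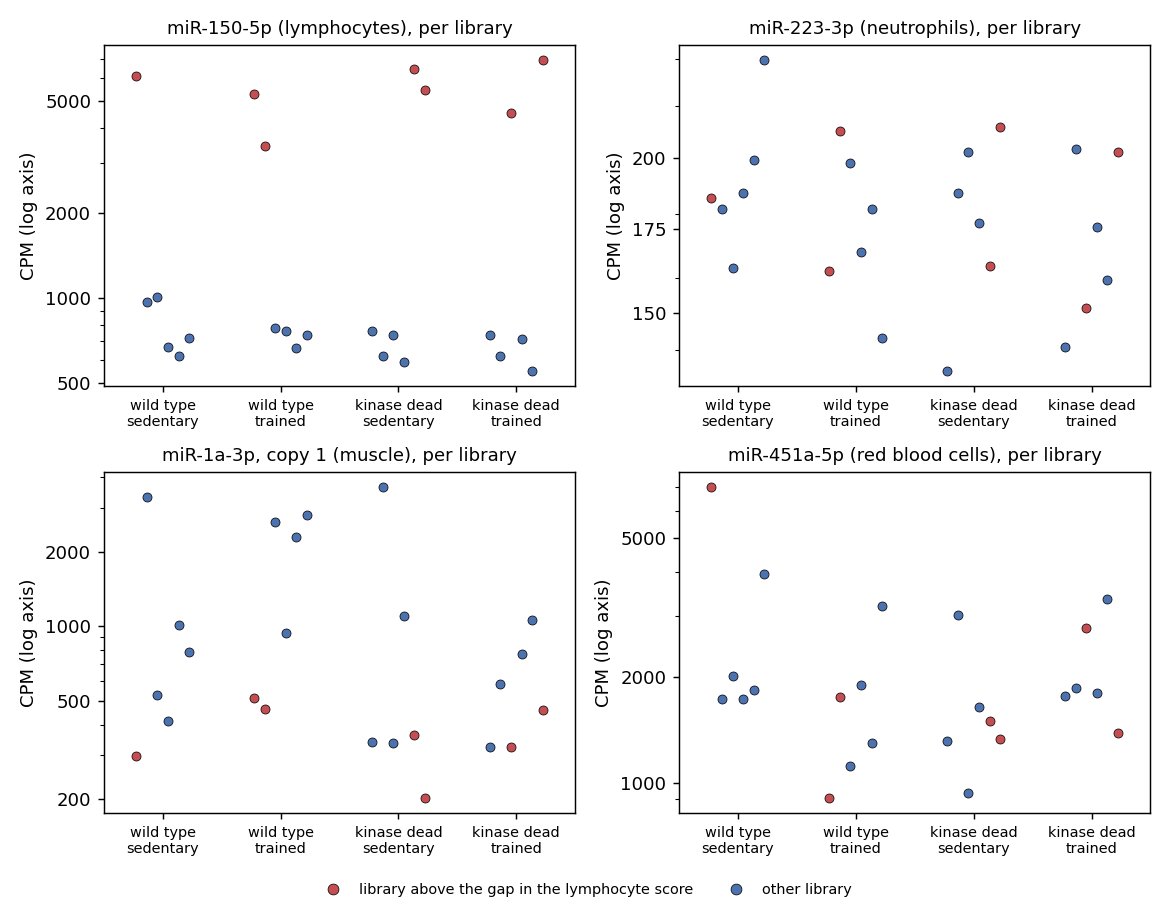
Each point is 1 library (n = 6 per group), on a log axis of CPM, for miR-150-5p, miR-223-3p, miR-1a-3p (locus 1) and miR-451a-5p. The 7 red libraries lie at 3460 CPM or more of miR-150-5p and the blue ones at 1006 or less, while miR-223-3p is mixed.

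The design asks how training alters miRNAs in this fat. In wild type mice, miR-203 was higher after training and miR-221 was lower, and no single miRNA passed the threshold. miR-203-5p stood at 128.9 ± 31.1 CPM in sedentary and 194 ± 29.1 CPM in trained mice (SD, n = 6 each), 1.504-fold higher with a 95% interval of 1.14 to 1.98. The main arm, miR-203-3p, a miRNA of skin and other epithelia, went from 2140 ± 402 to 2884 ± 411.6 CPM, 1.35-fold with an interval of 1.08 to 1.68. All 6 trained libraries lay above the sedentary median for either arm. miR-221-3p, known for restraining adipogenesis, went from 743 ± 97.9 to 557 ± 51.8 CPM, a log2 fold change of -0.41 with an SE of 0.13.

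miR-203 lies on chromosome 12 of GRCm38 (mm10), on the plus strand, in an intergenic stretch for that strand. Its hairpin spans 112130880 to 112130955, the 5p arm 112130889 to 112130910 and the 3p arm 112130927 to 112130948. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested features, both arms had an adjusted p of 0.831 in wild type. Adjusted over the list alone, which holds the 2 arms, 2 of 2 passed, but the study is known for this miRNA and so this count is not independent evidence. In two-sided exact permutation tests of log2 CPM over 924 splits, p was 0.00433 for miR-203-5p and 0.0130 for miR-203-3p (n = 6 each, adjusted p = 0.0346 and 0.0519 over 8 tests of both arms).

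**Figure D2:**
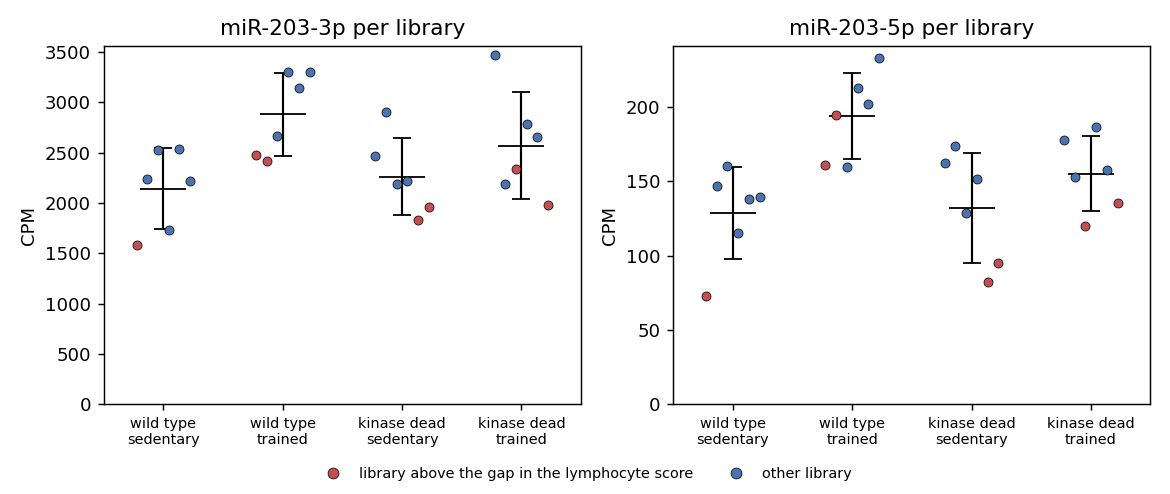
Each point is 1 library and the bars show the mean and SD of 6 libraries, in CPM, for miR-203-3p and miR-203-5p. The lowest trained wild type library has 160 CPM of miR-203-5p, just below the highest sedentary one, and the sedentary and trained groups overlap in both arms and both genotypes.

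The other miRNAs with the smallest p in wild type were miR-324-5p, within an exon of Dvl2, at a log2 fold change of -0.62 (SE 0.19), and the scarce miR-5132-5p at 1.06 (SE 0.37) and miR-344b-3p at -0.79 (SE 0.28). In all, edgeR called 0 features and DESeq2 0. At an unadjusted p under 0.05 there were 38 features by edgeR (15 higher, 23 lower) and 41 by DESeq2, where evenly spread p-values would give 32.7. Other splits of the libraries, described below, had a median of 25, and 34 of 100 had as many as the real one. With the number of the 7 libraries in each group kept, the median was 18 and 11 of 100 had as many. The smallest adjusted p by edgeR with Benjamini-Hochberg adjustment was 0.831. For features of at least 10 CPM the median 95% interval reached 0.41 on the log2 scale to either side. With the lymphocyte score as a covariate, an alternative chosen after the data were seen, edgeR called 1 feature, miR-203-5p, at a log2 fold change of 0.66 and a Benjamini-Hochberg adjusted p of 0.0437.

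By count of features, but not by abundance, the list of miRNAs that restrain adipogenesis was lower in trained wild type mice. Of the list's 16 features 11 were lower and 5 higher, with a median log2 fold change of -0.38 (camera adjusted p = 0.00714), and the call held with an estimated correlation (adjusted p = 0.0388). Singly, 0 of the 16 passed in edgeR, adjusted over all features or adjusted over the list alone, with 5 at an unadjusted p under 0.05. Beside miR-221-3p, its cluster partner miR-222-3p had a log2 fold change of -0.28 (SE 0.18, range -0.35 to -0.16). A range beside an SE here and below covers the fits without each library in turn, and is given where 1 library moved the value by over 1.5 times. Named after their values were seen, miR-31-5p was at -0.60 (SE 0.29, range -0.74 to -0.29) and miR-130a-3p, which targets the adipocyte regulator Pparg, at -0.54 (SE 0.35). The list's most abundant members went the other way: miR-27b-3p was at 0.15 (SE 0.11, range 0.09 to 0.22) and miR-27a-3p at 0.28 (SE 0.18, range 0.17 to 0.38), and both are known to repress Pparg. Over all libraries these had means of 12552 and 5196 CPM, against 652 CPM for miR-221-3p, so most reads of the list were from members that rose. Both arms of miR-221, miR-222 and miR-31 count among the lower features, and some of these are scarce, such as miR-31-3p at 5.06 CPM.

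Muscle miRNAs were higher as a list in trained wild type mice, with 10 of 10 features above 0 and a median of 0.57 (camera adjusted p = 0.00714, adjusted p = 0.81 with an estimated correlation). In all comparisons this list counts both copies of miR-1a-3p and the opposite-strand miR-1b-5p, so its features share reads. The red cell list likewise counts both miR-486-3p and its opposite-strand locus miR-3107-5p. miR-1a-3p, the most abundant miRNA of striated muscle, ranged from 463 to 2810 CPM among trained and from 298.6 to 3327 CPM among sedentary wild type libraries. Red cell miRNAs were lower, 7 of 7 with a median of -0.36 (adjusted p = 0.0209, and adjusted p = 0.81 with an estimated correlation), led by miR-451a-5p, the abundant miRNA of erythroid cells, at -0.85 (SE 0.37). Sedentary wild type replicate 1 held 7010 CPM of miR-451a-5p, against 1733 to 3953 CPM in the other 5 of its group, and without it miR-451a-5p was at -0.41 (SE 0.33) and the median of the list at 0.10. The let-7 family, known for restraining proliferation, was lower in 21 of 25 features with a median of -0.12 (adjusted p = 0.00714, and adjusted p = 0.81 with an estimated correlation). let-7i-5p was at -0.39 (SE 0.17) and let-7g-5p at -0.23 (SE 0.16, range -0.29 to -0.11). In the imprinted Dlk1-Dio3 cluster, a large miRNA cluster on chromosome 12, 46 of 62 features were lower with a median of -0.20 (adjusted p = 0.00565, and adjusted p = 0.81 with an estimated correlation), among them miR-127-3p at -0.41 (SE 0.20), and at -0.22 (SE 0.18) without sedentary wild type replicate 4. Without the 7 libraries with high lymphocyte miRNAs the camera adjusted p was 0.945 for red cells, 0.445 for let-7 and 0.662 for the Dlk1-Dio3 cluster, and 2 lists were called instead of 5. Leaving out 1 library, chosen for the lists after the data were seen, ended the call of muscle (sedentary replicates 1, 3 and 5 and trained replicates 3, 5 and 6; adjusted p from 0.101 to 0.2998), red cells (sedentary 1, 3 and 6 and trained 1, 3 and 5; 0.0557 to 0.487), let-7 (trained 1, 3 and 5; 0.139 to 0.228) and the Dlk1-Dio3 cluster (sedentary 4 and 5 and trained 1 and 2; 0.259 to 0.800), with medians over all such fits from 0.36 to 1.27, -0.68 to 0.10, -0.18 to -0.02 and -0.29 to -0.02, while the list that restrains adipogenesis passed in 12 of 12.

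The remaining lists did not pass in trained wild type mice. The median log2 fold change was 0.02 for the 32 features that promote brown or beige adipocytes, 0.20 for the 16 that restrain them and -0.03 for the 22 that promote adipogenesis. Among markers of other cell types it was -0.16 for the 11 epithelial features, 0.04 for the 13 of lymphocytes, 0.15 for the 7 of myeloid cells, 0.08 for the 8 of endothelium, -0.05 for the 4 of smooth muscle and -0.01 for the 12 of nerve, and the single liver feature miR-122-5p was at 0.82, and at -0.00 without trained wild type replicate 2, which held 423 CPM of it. Among families and clusters it was -0.05 for miR-15, miR-16, miR-195, miR-322 and miR-497, -0.03 for miR-17, miR-20, miR-93 and miR-106, -0.12 for miR-29, -0.02 for miR-30, -0.28 for miR-34 and miR-449, 0.06 for miR-10, miR-99, miR-100 and miR-125, -0.17 for miR-183, miR-96 and miR-182 and -0.01 for miRNAs that bypass a processing step. The hypoxia miRNA miR-210 had a median of -0.11 over its 2 arms. The lowest camera adjusted p among the tested ones was 0.0995, for miR-34 and miR-449.

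In kinase dead mice no single miRNA passed after training either, and miR-203 lay closer to its sedentary level. miR-203-3p went from 2260.5 ± 383.9 to 2568 ± 532 CPM (SD, n = 6 each), a log2 fold change of 0.18 (SE 0.15), and miR-203-5p from 132 ± 37.1 to 155.3 ± 25.0 CPM, 0.23 (SE 0.19). Without trained replicate 1 miR-203-3p was at 0.07, and without sedentary replicate 5 miR-203-5p was at 0.07. The exact permutation p was 0.275 and 0.232 for these arms. Adjusted over the list alone, 0 of the 2 arms passed in edgeR, and neither had an unadjusted p under 0.05. The smallest p belonged to miR-129-2-5p, a neural miRNA whose reads cannot be told from the opposite miR-129b-3p, at -0.93 (SE 0.28). It was followed by miR-542-5p at -0.91 (SE 0.29), miR-1981-3p at 0.52 (SE 0.18) and miR-499-5p, which is encoded in the muscle myosin gene Myh7b, at 0.82 (SE 0.29).

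Red cell miRNAs were higher as a list after training in kinase dead mice, 7 of 7 with a median of 0.50 (camera adjusted p = 0.00495, adjusted p = 0.551 with an estimated correlation). miR-451a-5p was at 0.41 (SE 0.36, range 0.26 to 0.64) and miR-486-5p, another erythroid and muscle miRNA, at 0.50 (SE 0.41). The miR-15/16 family, known for slowing the cell cycle, was lower in 11 of 14 features with a median of -0.25 (adjusted p = 0.0226, adjusted p = 0.178 with an estimated correlation), with miR-16-1-5p at -0.30 (SE 0.22) and miR-195a-5p at -0.16 (SE 0.18, range -0.32 to -0.08). Camera called 0 lists without those 7 libraries, and without sedentary kinase dead replicate 6 alone the miR-15/16 family had an adjusted p of 0.0748. The list that restrains adipogenesis was lower in 14 of 16 features, with a median of -0.11 and an adjusted p of 0.0785. The muscle list had a median of -0.76 and a mean of -0.45 while its camera direction was up (adjusted p = 0.740). Over all comparisons the median, mean and test differed in sign for 25 of 132 list tests, of which 0 passed. By edgeR 0 features passed and by DESeq2 0, with 17 at an unadjusted p under 0.05 by either tool. The smallest edgeR Benjamini-Hochberg adjusted p was 0.887.

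Averaged over both genotypes, miR-203 was higher and miR-146b lower after training, without passing. miR-203-5p was 1.33-fold higher (95% interval 1.09 to 1.61) and miR-203-3p 1.24-fold (1.06 to 1.44), and adjusted over the list alone 2 of 2 arms passed, which is not independent evidence. miR-146b-5p, which is known to promote adipogenesis and to dampen inflammation, had a log2 fold change of -0.53 (SE 0.16). The smallest p belonged to 2 scarce miRNAs, miR-1981-3p at 0.48 (SE 0.13) and miR-499-5p at 0.71 (SE 0.20), and miR-324-5p was at -0.43 (SE 0.13). By edgeR 0 features passed and by DESeq2 0, with 37 and 41 at an unadjusted p under 0.05, and the smallest edgeR Benjamini-Hochberg adjusted p was 0.508.

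The list that restrains adipogenesis was again lower, in 11 of 16 features with a median of -0.24 (camera adjusted p = 0.00245), and the call held with an estimated correlation (adjusted p = 0.0164). miR-221-3p was at -0.24 (SE 0.09), miR-222-3p at -0.19 (SE 0.13, range -0.28 to -0.11) and the opposing miR-27b-3p at 0.07 (SE 0.08, range 0.02 to 0.12). Of its 16 features 4 are also in the list that restrains brown adipocytes. The Dlk1-Dio3 cluster was lower in 49 of 62 features with a median of -0.12 (adjusted p = 0.000619, and adjusted p = 0.912 with an estimated correlation). miR-379-5p was at -0.36 (SE 0.19) and miR-411-5p at -0.26 (SE 0.15). This cluster, without those 7 libraries, turned to the other direction, with an adjusted p of 0.472. Its call also ended without sedentary wild type replicate 4 (median -0.06, adjusted p = 0.0869) or trained kinase dead replicate 6 (-0.11, adjusted p = 0.0651), and its median ran from -0.20 to -0.04 as each library was left out.

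**Figure D3:**
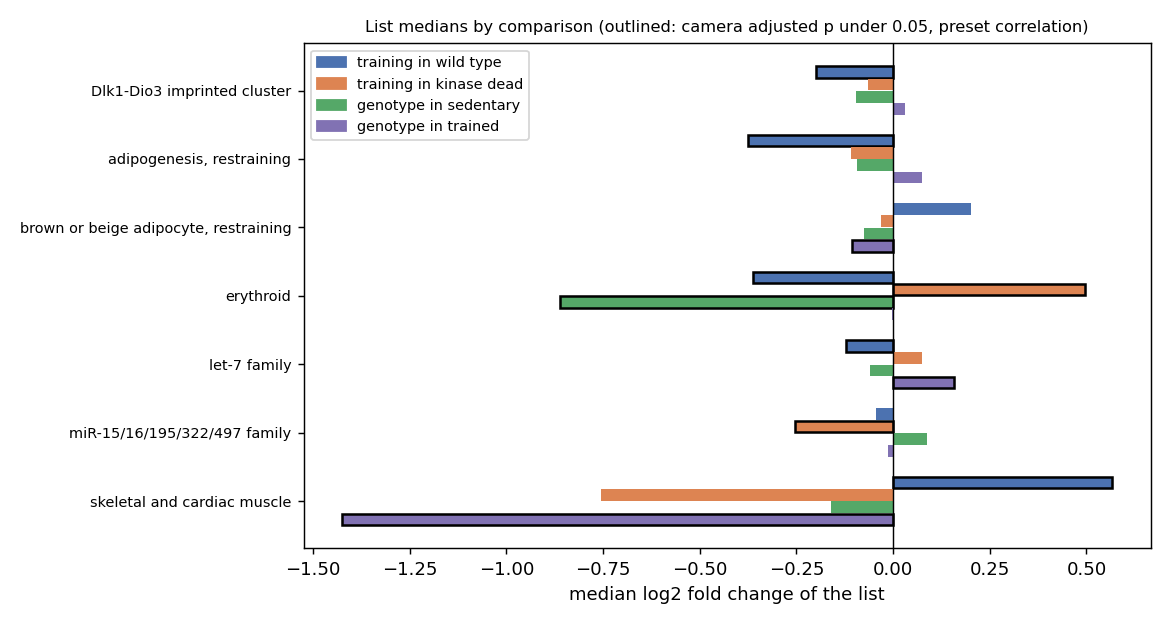
Bars show the median log2 fold change of the features of each of 7 lists in 4 comparisons, and black outlines mark a camera adjusted p under 0.05 with the preset correlation. The list that restrains adipogenesis stands at -0.38 for training in wild type and -0.11 in kinase dead, and the muscle list at -1.42 between the trained genotypes.

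Whether training acted differently by genotype was tested as the interaction, kinase dead minus wild type. The training effect on miR-203 did not differ detectably: the difference was -0.25 (SE 0.21) for miR-203-3p and -0.36 (SE 0.27) for miR-203-5p, with 95% intervals of the fold from 0.620 to 1.15 and from 0.529 to 1.15. Without trained kinase dead replicate 1 the difference was -0.43 (SE 0.23) for miR-203-3p. Red cell miRNAs differed as a list, 7 of 7 with a median of 0.86 (camera adjusted p = 1.82e-05, adjusted p = 0.635 with an estimated correlation), led by miR-451a-5p at 1.26 (SE 0.52). Without sedentary wild type replicate 1, the library with 7010 CPM of it, miR-451a-5p was at 0.78 (SE 0.45) and the median of the list at 0.35 (adjusted p = 0.00185). The let-7 family differed in 23 of 25 features with a median of 0.22 (adjusted p = 0.000135, adjusted p = 0.635 with an estimated correlation), with let-7i-5p at 0.47 (SE 0.23, range 0.26 to 0.55) and let-7g-5p at 0.36 (SE 0.22, range 0.16 to 0.43). Without the 7 libraries the adjusted p was 0.203 for red cells and 0.113 for let-7, and the let-7 median ran from 0.11 to 0.23 as each library was left out. The list that restrains adipogenesis did not pass, with a median of 0.23 and an adjusted p of 0.442.

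Other small p-values in the interaction belonged to miR-1941-5p at -1.12 (SE 0.45), miR-129-2-5p at -0.91 (SE 0.39) and miR-224-5p, within an intron of Gabre, at 0.62 (SE 0.27). By edgeR 0 features passed and by DESeq2 0, with 13 and 14 at an unadjusted p under 0.05. The median 95% interval reached 0.58 to either side for features of at least 10 CPM, so only large differences in response were within reach. Across the tested features the training effects of both genotypes, which share no library, had a Pearson r of 0.17 with a jackknife SE over libraries of 0.40, and 50.8% had the same sign. Features are not independent replicates, and r ran from -0.03 to 0.31 as each library was left out. With the lymphocyte score as a covariate r was 0.26, and without the 7 libraries it was 0.30.

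Between the genotypes in sedentary mice, red cell miRNAs were lower as a list in kinase dead fat, and 1 library carried much of the difference. All 7 features of the list were lower, with a median of -0.86 (camera adjusted p = 7.18e-07, adjusted p = 0.397 with an estimated correlation). miR-451a-5p was at -0.91 (SE 0.37), its cluster partner miR-144-5p at -0.87 (SE 0.39, range -1.17 to -0.43) and miR-486-3p, whose reads cannot be told from miR-3107-5p, at -0.86 (SE 0.41, range -1.11 to -0.35). Both miR-486-3p and miR-3107-5p are in the list, so its 7 features count shared reads more than once. Sedentary wild type replicate 1 held 7010 CPM of miR-451a-5p, against 1733 to 3953 CPM in the rest of its group, and without it miR-451a-5p was at -0.43 (SE 0.33) and the median of the list at -0.35 (adjusted p = 0.00344). The list had an adjusted p of 0.252 without those 7 libraries, and the red cell score had an exact permutation p of 0.121 (n = 6 each, adjusted p = 0.727 over 16 tests). miR-101b-5p had the smallest p, at 0.71 (SE 0.27). miR-203-3p stood at 0.08 (SE 0.15, range 0.03 to 0.18) and miR-203-5p at 0.04 (SE 0.19, range -0.04 to 0.18). By edgeR 0 features passed and by DESeq2 0, with 5 and 6 at an unadjusted p under 0.05.

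Between the genotypes in trained mice, striated muscle miRNAs were lower in kinase dead than in wild type fat. All 10 features of the list were lower, with a median of -1.42 (camera adjusted p = 1.94e-11, adjusted p = 0.102 with an estimated correlation). These features share reads, since both copies of miR-1a-3p and the opposite-strand miR-1b-5p are counted. miR-1a-3p of locus 1 ranged from 323.5 to 1060 CPM in kinase dead and from 463 to 2810 CPM in wild type libraries, a log2 fold change of -1.46 (SE 0.69), and miR-133a-3p of locus 1 was at -1.42 (SE 0.67). The muscle score varied as much within groups, from 4.82 to 7.22 in trained wild type and from 3.75 to 7.27 in sedentary kinase dead libraries, and its exact permutation p between the trained genotypes was 0.0541 (n = 6 each, adjusted p = 0.727 over 16 tests). The list that restrains brown adipocytes was lower in 11 of 16 features, with a median of -0.11 (adjusted p = 0.00129, adjusted p = 0.102 with an estimated correlation). Of its 16 features 5 are muscle miRNAs, and the other features alone had a camera p of 0.292. Its most abundant member, miR-27b-3p, was at -0.08 (SE 0.11, range -0.19 to -0.01).

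The let-7 family was higher in 21 of 25 features in trained kinase dead fat, with a median of 0.16 (adjusted p = 8.15e-07, adjusted p = 0.16 with an estimated correlation), and let-7i-5p was at 0.33 (SE 0.17, range 0.16 to 0.42). As each library was left out the median ran from 0.08 to 0.18 for let-7, and for the list that restrains brown adipocytes from -0.20 to -0.04. The liver miRNA miR-122-5p had the smallest p, at -2.08 (SE 0.95), and ranged from 7.23 to 423 CPM in trained wild type libraries. Without replicate 2, the highest of these, it was at -1.25 (SE 0.91). miR-203-3p was at -0.17 (SE 0.15), or -0.33 (SE 0.16) without trained kinase dead replicate 1, and miR-203-5p at -0.32 (SE 0.19), with 0 of 6 kinase dead libraries above the wild type median for the 5p arm (exact permutation p = 0.0368, adjusted p = 0.0981 over 8 tests). By edgeR 0 features passed and by DESeq2 0, with 6 and 11 at an unadjusted p under 0.05.

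Because miR-203 is an epithelial miRNA, it was set against the epithelial list within groups. Over all 24 libraries r was 0.44 (permutation p = 0.0333, rho 0.41 with p = 0.0505, r 0.37 without the 2 farthest). Over the 17 libraries with low lymphocyte miRNAs r was -0.13 (permutation p = 0.610, rho -0.17 with p = 0.523, r -0.19 without the 2 farthest). Over the other 7 it went the other way, with r 0.79 (rho 0.93, r 0.46 without the 2 farthest). These 7 hold only 3 differences within groups, and 1 of them is alone in its group, so no p is given. Within wild type r was 0.18 (permutation p = 0.580, r -0.46 without the 2 farthest) and within kinase dead 0.63 (permutation p = 0.0274, r 0.59 without the 2 farthest).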

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

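Values that stand apart from their group were looked for by 1 rule fixed before the data were examined, while the tests of causes were chosen only after the results were seen. A value was picked out where it lay far from the other 5 libraries of its group, and chance picks out about 1 in 20 groups, so 4.4 of the 88 checked were expected and 7 were found.

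In sedentary wild type replicate 1, miR-150-5p stood at 6098 CPM (others 624 to 1006), miR-142-5p at 11391 CPM (others 740 to 1306) and the lymphocyte score at 7.001 (others 5.63 to 5.92). It is 1 of the 7 libraries with high lymphocyte miRNAs, and the only one in its group. Sedentary wild type replicate 6 had a total of 20.9 M reads, against 1.601 to 6.10 in the others. In sedentary wild type replicate 3, miR-148a-3p, which promotes adipogenesis, stood at 44105 CPM (others 31162 to 34947) and miR-146b-5p at 955 CPM (others 1540 to 1911). In sedentary kinase dead replicate 2 the red cell score was 9.38, against 7.73 to 8.27.

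Another rule picked out lists whose training effect differed between the genotypes. The red cell list had a camera adjusted p of 1.82e-05 for the interaction, and the let-7 family 0.000135. Neither passed with an estimated correlation (adjusted p = 0.635 for either), and without the 7 libraries the adjusted p was 0.203 and 0.113. Without sedentary wild type replicate 1 alone the median of the red cell list went from 0.86 to 0.35.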

How the results depend on the processing

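The lymphocyte covariate, the fit without the 7 libraries with high lymphocyte miRNAs, the covariate of library totals, the sums over shared loci, and the lists and named miRNAs without each library in turn were chosen after seeing the data, and the others before the data were examined. Leaving out each library in turn gave 0 calls in all 96 fits. For lists it gave 2 to 6 for training in wild type, 2 to 6 in kinase dead, 1 to 6 averaged, 2 to 4 for the interaction, 1 to 6 for genotype in sedentary and 3 to 6 in trained mice. Of 1242 values of named miRNAs under the alternatives that leave out no single library, 1227 kept their sign and their side of the threshold, 14 reversed and 1 was stronger. Of 1434 values without 1 library, 1422 kept both and 12 reversed, and 53 of 92 named results reversed or moved over 1.5 times without some library. No feature passed in the main fit, so a value that kept both kept its sign and still did not pass. Its size was not limited by this count. The fit of 2 groups alone was not run for the averaged and interaction contrasts, which need all 4 groups.

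With the lymphocyte covariate, training in wild type had 1 call, miR-203-5p. For Mir203-5p in training in wild type the Benjamini-Hochberg adjusted p ran over those alternatives (edgeR, DESeq2 and limma) from 0.0437 to 0.999, and the log2 fold change from 0.51 to 0.66. As each library was left out, these ran from 0.578 to 0.9997 and from 0.46 to 0.71.

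Direction reversed as follows. With the muscle covariate: Mir1a-1-3p in training in wild type (-0.0168), Mir1b-5p in training in wild type and its opposite strand Mir1a-2-3p in training in wild type (-0.0493), Mir133a-2-3p in training in wild type (-0.154), Mir1a-1-3p in genotype in trained (0.0721), Mir1b-5p in genotype in trained and Mir1a-2-3p in genotype in trained (0.0858), and Mir106b-5p in genotype in trained (-0.0652). The miR-1 and miR-133 features are members of that score, which removes their change by construction, so their reversals say nothing about them. Without the 7 libraries: Mir486-3p in training in wild type and Mir3107-5p in training in wild type (0.302), Mir486-5p in training in wild type (0.348), Mir136-3p in training averaged over genotypes (0.0449), and Mir486-5p in training by genotype interaction (-0.0264). With library totals as a covariate: Mir27a-3p in training averaged over genotypes (-0.00724). As each library was left out, direction turned within the following ranges among the 92 named results. In training in wild type these were Mir486-3p and Mir3107-5p (-0.676 to 0.1002), Mir486-5p (-0.564 to 0.159) and Mir411-5p (-0.261 to 0.0148). The others were Mir203-5p in genotype in sedentary (-0.0416 to 0.184) and Mir106b-5p in genotype in trained (-0.0462 to 0.0992). miR-122-5p, given as a list of 1, ran from -0.00429 to 1.51 for training in wild type and from -0.244 to 0.513 averaged. Mir31-5p and Mir130a-3p, named after their values were seen, are not among the 92 and did not turn in training in wild type. Mir31-5p turned in training in kinase dead (-0.411 to 0.0537) and genotype in trained (-0.258 to 0.159). Mir130a-3p turned in genotype in sedentary (-0.284 to 0.0249), genotype in trained (-0.363 to 0.309) and the interaction (-0.274 to 0.442).

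With an estimated correlation, camera called 1 list for training in wild type, 0 in kinase dead, 1 averaged, 0 for the interaction and 0 for either genotype comparison. Without the 7 libraries it called 2 in wild type and 0 in kinase dead. On library totals alone it called 5 for training in kinase dead and 4 for genotype in sedentary mice, and with the lymphocyte covariate 4 averaged and 2 for genotype in sedentary mice. miR-203-3p against the epithelial list had r = 0.438 over all 24 libraries and r = 0.443 on library totals alone. Without the 2 farthest libraries these fell to r = 0.371 and, on library totals alone, r = 0.184. With the scaling of the main test, r was 0.176 within wild type and 0.632 within kinase dead. Within the 17 libraries r was -0.134, and within the 7 it was 0.793. Depth limits scarce miRNAs most: the smallest library had 1.601 M reads.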

Other observations

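All tests of causes below were chosen only after the results were seen, except the first set of splits of the libraries, whose predictions were written before they were run.

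Other splits of the same libraries show whether chance can be excluded. For training in wild type, 34 of 100 splits had as many miRNAs at an unadjusted p under 0.05 (5.81% of the tested features in the real one, 22.0% in the highest other). For the other comparisons it was 66 for training in kinase dead (2.60%, highest other 31.8%), 25 averaged (5.66%, 28.4%), 75 for the interaction (1.99%, 31.8%), 100 for genotype in sedentary (0.765%, 27.8%) and 89 in trained mice (0.917%, 26.3%). For lists past an adjusted p of 0.05 it was 25 for training in wild type (5, highest other 8), 77 in kinase dead (2, 11), 89 averaged (2, 11), 82 for the interaction (2, 11), 96 for genotype in sedentary (1, 7) and 72 in trained mice (3, 8), so chance cannot be excluded for any of these counts. With an estimated correlation, 4 of 100 splits had as many lists as training in wild type (1, highest other 1), and 7 had as many as the averaged effect (1, 1). The 4 of 100 is the lowest of the many counts given here, so chance is not excluded by it. The splits with several times the real count point to a structure of the samples: the count followed how unevenly the 7 libraries with high lymphocyte miRNAs were divided (Spearman rho from 0.61 to 0.73).

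To allow for that, 100 splits per comparison, the real one included, kept the number of those libraries in each group. As many miRNAs as in the real split came in 11 for training in wild type (highest other 9.33%), 47 in kinase dead (7.49%), 10 averaged (10.9%), 60 for the interaction (10.4%), 100 for genotype in sedentary (9.79%) and 78 in trained mice (6.27%). For lists it was 12 (highest other 8), 65 (6), 73 (9), 73 (9), 94 (9) and 57 (8) in the same order, and with an estimated correlation 6 for training in wild type (1) and 7 averaged (1). Chance cannot be excluded for any of these counts among such splits, the list count in wild type with an estimated correlation included.

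The 7 libraries could hold lymphoid tissue, circulating blood, or a technical difference. Blood is argued against by miR-223-3p, at 0.0305 log2 units (SD 0.22), and depth by totals inside the range of the others in 7 of 7. Training or genotype as the cause is argued against because 4 of 4 groups hold such a library. Lymphoid tissue in those pieces of fat stays open and was not tested.

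miR-203 in trained wild type mice could reflect training, tissue composition, depth or chance. With the lymphocyte covariate the log2 fold change of miR-203-3p was 0.46 (SE 0.11), which argues against lymphoid tissue as the source. A larger share of epithelium is argued against by its own miRNAs: the epithelial list had a median of -0.16 (SD 0.19 over 11 features), with 0.20 the highest, and its score differed by -0.05 (SE 0.15). With library totals as a covariate miR-203-3p was at 0.33 (SE 0.16), an error that leaves depth open. Chance stays open too, since an adjusted p of 0.0437 came only with a covariate chosen after the data were seen.

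Muscle miRNAs in the trained genotypes could stem from bits of skeletal muscle in some pieces, or from depth, or from the genotype. miR-1a-3p, miR-133a-3p and miR-206-3p moved together within groups (lowest r = 0.703), which is consistent with muscle in some pieces. With library totals as a covariate miR-1a-3p was at -1.31 (SE 0.69), which leaves depth open, and an effect of the genotype itself was not tested.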
